A study of Homo sapiens with 9 samples.

How the data were processed

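RNA was measured by RIP-seq in H1 hPSC and 293T cells. Per the labels' protocols, cells were lysed, the lysate was incubated overnight with antibody and then with magnetic Protein A/G beads, and DNase and proteinase K were applied to what the beads held. TRIzol served to isolate RNA and an NEB kit to make libraries, with the molecule given as polyA RNA. The 9 libraries were taken as 6 groups from the labels: hPSC HNRNPU (2), hPSC IgG (2), hPSC input (1), 293T HNRNPU (2), 293T IgG (1) and 293T input (1). No treatment was given. The deposited values are CPM per gene for each library, per the file headers, without pooling of replicates. The aligner, the counter, the genome build and any filter are not given in the sources used here.

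Each column was checked for a grid. All values were whole multiples of the column's smallest value within 0.001 read, and that step gave a whole number for the total the authors divided by, so whole reads were recovered from the deposited CPM. The totals ranged from 5840964 to 58903418 reads, of which 1377888 to 20906646 lay in the listed genes. A single read equalled 0.0170 to 0.171 CPM. The widest 95% Wilson interval of a library share spanned 0.0344 percentage points to each side of its middle. Gene identifiers were looked up in GENCODE 29 (GRCh38), which held all 16757 and gave the coordinates, transcript GC content and exonic and intron lengths. That build may differ from the one the authors used. Symbols were taken as the table gives them, and 15216 equalled those of GENCODE 29.

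Fold changes were tested with limma 3.58.1 in R 4.3.3 on log2(CPM + 1), with an intensity trend, over genes with a mean of at least 1 CPM across the 9 libraries. This left 11948 genes tested and 4809 left out. All 9 libraries entered 1 fit with a mean per group and 3 residual degrees of freedom, to which the prior added a median of 5.80. Groups with 1 library were assumed to vary like the replicated ones, so differences from them have no replicate check on that side. The replicated groups did not vary alike. The median replicate SD of the log2 values was 0.127 in hPSC IgG, 0.0573 in hPSC HNRNPU and 0.0677 in 293T HNRNPU. A shared spread may therefore understate the error of differences from IgG. Tests were two-sided at a Benjamini-Hochberg adjusted p of 0.05. Adding 1 CPM understates the change of low genes. The 6 comparisons were HNRNPU against IgG and against input in each line, and the difference of each between the lines as an interaction. The test for each comparison, the lists, the naming rule and the first set of alternatives were fixed before the data were examined.

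The text names genes by a rule. The first part is a fixed list: HNRNPU, 13 nuclear RNAs, 11 pluripotency genes, ACTB and GAPDH. Of these, values are given where the HNRNPU mean was at least 1 CPM in the line concerned, a limit set to name as few as needed, and the pluripotency genes are reported as a list. The second part takes, per comparison, the 3 largest positive and 3 largest negative log2 fold changes among called genes in which every library of one side lay beyond every library of the other. For a difference between lines, the ranges of the library-pair differences had to be apart. A result that this rule selected is not reported here. Lists were tested with camera (preset correlation 0.01), with fry and with camera at an estimated correlation, with Benjamini-Hochberg adjustment over lists and comparisons. The table listed 6 of the 13 nuclear RNAs, all tested, and 10 of the 11 pluripotency genes, of which 9 were tested. The other lists held 83 ribosomal protein genes, 58 replication-dependent histone genes and 422 genes with a ZNF symbol, not all of which encode a KRAB domain. Mitochondrially encoded genes, small nuclear and nucleolar RNAs and transposable elements were not analysed here.

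The alternatives set beforehand were pseudocounts of 0.1 and 5, no filter on low values, a mean of at least 10 CPM (4073 genes), TMM rescaling of the CPM (scales 0.0955 to 3.15), no intensity trend, only the groups compared, a 2-fold minimum, edgeR 4.0.16 quasi-likelihood and DESeq2 1.42.0 on the recovered reads with the deposited totals, a replicate block in hPSC and leaving out each of the 6 replicates of the replicated groups in turn. Alternatives chosen after seeing the data were rescaling to the listed genes outside the ribosomal DNA region, taking a natural spline of GC content (5 degrees of freedom) out of each library, edgeR with TMM factors, DESeq2 with its own size factors and, for the differences, the 5621 genes with at least 10 reads in every IgG and input library. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 prepared the tables, and matplotlib 3.10.9 drew the figures.

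The tests were run on simulated reads with 200 of 11948 genes changed, all with at least 1 CPM in both HNRNPU groups. The IgG groups were given the HNRNPU group means, and every library the same dispersion (0.003). Real IgG libraries held a smaller share of reads in the listed genes outside the ribosomal DNA region. The shares recovered may therefore be too high for the data, and the false calls rest on the same settings. For hPSC over IgG, limma recovered 56.7% of 1.5-fold, 89.6% of 2-fold and 97.0% of 4-fold changes. For 293T over IgG the shares were 32.8%, 73.1% and 98.5%, and for the difference between lines over IgG 23.9%, 62.7% and 93.9%. Of 11748 unchanged genes, limma called 3, 0 and 1 in the same order. Comparisons against shared libraries were simulated in 20 draws of unchanged groups. Chi-square per gene of a replicate pair, 1 under counting noise alone, was 2.30 for hPSC HNRNPU, 3.57 for 293T HNRNPU and 1.27 for hPSC IgG.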

Results

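RNA immunoprecipitation followed by sequencing (RIP-seq) measured the RNA recovered with an antibody against HNRNPU, an RNA-binding protein of the nucleus, in H1 human pluripotent stem cells (hPSC) and in 293T cells, a human embryonic kidney line. The table gave CPM values for 16757 genes in 9 libraries, which fell into 6 groups. HNRNPU libraries numbered 2 in each line, IgG control libraries 2 in hPSC and 1 in 293T, and input libraries 1 in each line. Values of the groups with 1 library have no replicate error. The totals that the CPM values were divided by came to 52508276 and 58903418 reads for the hPSC HNRNPU libraries and to 46570317 and 41498439 reads for the 293T HNRNPU libraries. The hPSC IgG libraries had 5840964 and 23147867 reads and the 293T IgG library 42732921. The input libraries had 52418803 reads in hPSC and 49774606 in 293T. A gene with 0 reads could lie at up to 0.0509 CPM in the deepest library and 0.514 CPM in the shallowest, the level of 3 reads. Such floors and the 95% Wilson intervals given with single libraries cover counting error only.

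The listed genes held 17.0% to 43.6% of the library totals, so most reads lay outside the listed genes. A group of 6 listed genes within 50 kb of a 5.8S ribosomal RNA gene on chromosome 21, chosen after their values were seen, took a large share. They held 11.3% ± 0.587 (SD, n = 2) of all reads in hPSC HNRNPU and 15.5% ± 0.332 (SD, n = 2) in hPSC IgG. In the hPSC input they held 22.1% (95% Wilson interval 22.07 to 22.09). In 293T they held 9.17% ± 0.579 (SD, n = 2) in HNRNPU, 17.0% (16.98 to 17.01) in IgG and 16.3% (16.26 to 16.28) in the input. All other listed genes together held 24.1% ± 0.341 (SD, n = 2) of the reads in hPSC HNRNPU, 7.82% ± 0.0330 (SD, n = 2) in hPSC IgG and 1.09% (1.088 to 1.094) in the hPSC input. The 293T shares were 34.3% ± 0.777 (SD, n = 2), 7.56% (7.55 to 7.57) and 0.699% (0.697 to 0.702). On the CPM scale a typical gene therefore stood higher in the HNRNPU libraries than in either control. Across all 16757 listed genes, the log2(CPM + 1) values of replicate libraries had a Pearson r of 0.997 for hPSC HNRNPU, 0.997 for 293T HNRNPU and 0.979 for hPSC IgG.

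**Figure D1:**
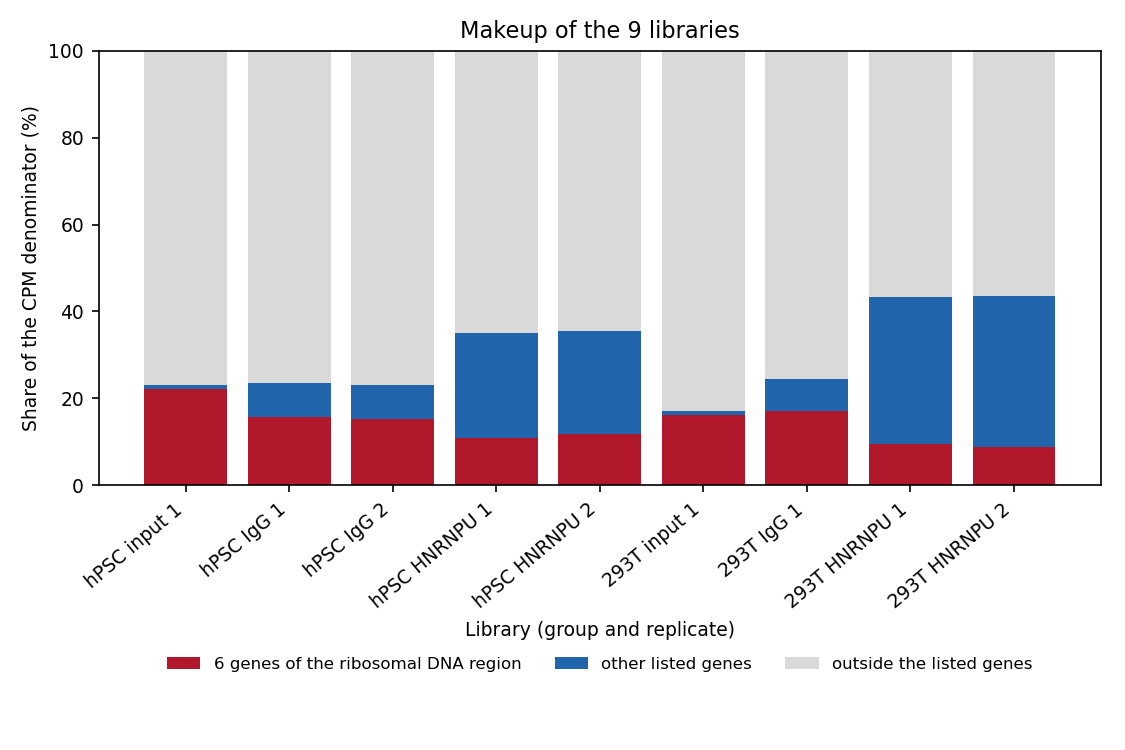
Share of all reads (percent) in each of the 9 libraries taken by the 6 genes near ribosomal DNA, by the other listed genes and by reads outside the listed genes. The other listed genes took 0.699% to 1.09% in the inputs and 23.8% to 34.8% in the HNRNPU libraries.

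The comparison of HNRNPU with IgG asks which RNAs were recovered beyond the background of the precipitation. In hPSC, the only comparison with replicates on both sides, 7986 of 11948 genes tested were higher in HNRNPU and 2502 lower (limma with Benjamini-Hochberg adjustment). The median log2 fold change of all genes was 1.14. After rescaling of the libraries by TMM factors, which moved that median to 0.24, 5812 genes were higher and 4352 lower. Rescaling to the listed genes outside the ribosomal DNA region, chosen after seeing the data, moved the split most, to 4943 higher and 5109 lower. Positions are from the GENCODE 29 annotation of GRCh38. Among called genes in which every library of one side lay beyond every library of the other, large increases included the protein-coding gene RAB8B (ENSG00000166128, chromosome 15, 63189469 to 63267782), with 87.5 ± 0.519 CPM (SD, n = 2) in HNRNPU and 0.710 ± 0.0351 CPM (SD, n = 2) in IgG. Its log2 fold change was 5.69 (SE 0.09, limma with Benjamini-Hochberg adjusted p 2.42e-10), or 4.56 above the median of all genes. PTBP3 changed by 5.39. The largest decrease was in the protein-coding gene RHOT2 (ENSG00000140983, chromosome 16, 668086 to 674174), which had 1.45 ± 0.346 CPM (SD, n = 2) in HNRNPU and 29.3 ± 0.142 CPM (SD, n = 2) in IgG. Its log2 fold change was -3.64 (SE 0.12, limma with Benjamini-Hochberg adjusted p 4.40e-09). It was followed by TMEM259 at -3.60 and by the long non-coding RNA gene ENSG00000262202 at -3.60. The last of these overlaps SNORD3D, so its reads are uncertain. The genes named in the next comparisons were chosen in the same way.

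The comparison with the input asks which RNAs were enriched over the starting RNA. In hPSC, 11070 genes were higher in HNRNPU than in the input and 118 lower (limma with Benjamini-Hochberg adjustment), with a median log2 fold change of 2.43. TMM rescaling gave 5594 higher and 4269 lower, with a median of 0.23. When rescaled to the listed genes outside the ribosomal DNA region, 4813 were higher and 4908 lower. The largest increase was in FGF2 (ENSG00000138685, chromosome 4, 122826708 to 122898236), a protein-coding gene, with 513 ± 1.09 CPM (SD, n = 2) in HNRNPU and 1.30 CPM in the input. Its log2 fold change was 7.81 (SE 0.11, limma with Benjamini-Hochberg adjusted p 2.76e-11), in both HNRNPU libraries. ARPP19 at 7.70 and ZBTB44 at 7.53 followed. The most negative values were -4.06 for ENSG00000280441 and -3.18 for ENSG00000278996, both among the 6 genes near ribosomal DNA, whose reads are uncertain because counting could split them between copies of the repeat. ENSG00000280441 lost its call without hPSC HNRNPU replicate 1 or 2 (log2 fold change -3.65 and -4.47), and ENSG00000278996 without hPSC HNRNPU replicate 2 (-2.87). The histone gene H2AC20 (ENSG00000184260, chromosome 1, 149886975 to 149887364) came next, with 0.614 ± 0.101 CPM (SD, n = 2) in HNRNPU, 6.64 CPM in the input and a log2 fold change of -2.24 (SE 0.14, limma with Benjamini-Hochberg adjusted p 1.92e-07).

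In 293T, 8629 genes were higher in HNRNPU than in IgG and 1431 lower (limma with Benjamini-Hochberg adjustment), around a median log2 fold change of 1.51. The split under TMM rescaling was 5856 higher and 3510 lower, around 0.32. Rescaling to the listed genes outside the ribosomal DNA region left more genes lower, with 3953 higher and 4750 lower, around -0.0464. ARHGAP5 (ENSG00000100852, chromosome 14, 32076114 to 32159728), a protein-coding gene, rose most, from 9.55 CPM in IgG to 301 ± 6.43 CPM (SD, n = 2) in HNRNPU. Its log2 fold change was 4.84 (SE 0.09, limma with Benjamini-Hochberg adjusted p 1.31e-09), in both HNRNPU libraries. YES1 at 4.78 and ELL2 at 4.67 followed. The 3 most negative values were -5.11 for ENSG00000278996, -3.06 for ENSG00000262202 and -3.02 for CHTF18, the first 2 with uncertain reads as above. CHTF18 (ENSG00000127586, chromosome 16, 788046 to 800737) had 2.27 ± 0.136 CPM (SD, n = 2) in HNRNPU and 25.5 CPM in IgG.

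Over the 293T input, 11398 genes were higher in HNRNPU and 13 lower (limma with Benjamini-Hochberg adjustment), with a median log2 fold change of 3.03. TMM rescaling gave 6316 higher and 3217 lower, with a median of 0.45. When rescaled to the listed genes outside the ribosomal DNA region, 4821 were higher and 4224 lower. The largest increase was in the long non-coding RNA gene XIST (ENSG00000229807, chromosome X, 73820651 to 73852723). It had 4329 ± 201 CPM (SD, n = 2) in HNRNPU, 1779.8 CPM in IgG and 6.03 CPM in the input. Its log2 fold change over the input was 9.27 (SE 0.09, limma with Benjamini-Hochberg adjusted p 9.27e-12), in both HNRNPU libraries. TSIX, annotated on the opposite strand and overlapping XIST, followed at 8.91, and its reads are uncertain because no source used here says that counting was by strand. SLC38A1 followed at 7.86. The most negative values belonged to the ribosomal DNA region genes ENSG00000278996 (-4.19) and ENSG00000281181 (-0.98), again uncertain, and to H2AC20 (-0.83). ENSG00000281181 lost its call in the fit on only the groups compared, where its log2 fold change was also -0.98.

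Genes on the fixed list covered HNRNPU itself, nuclear RNAs and the abundant mRNAs ACTB and GAPDH. The HNRNPU transcript had 311 ± 3.69 CPM (SD, n = 2) in hPSC HNRNPU, 60.3 ± 0.486 CPM (SD, n = 2) in IgG and 9.39 CPM in the input. The 293T values were 508 ± 65.2 CPM (SD, n = 2), 94.96 CPM and 6.15 CPM. Over IgG its log2 fold change was 2.35 in hPSC and 2.40 in 293T. These values turned to -0.20 and -0.27 once a curve of transcript GC content, chosen after seeing the data, was taken out of each library. That step also centres each library, and the median of all genes moved to 0.0206 and 0.0621, so part of the fall is library scale. In hPSC, TMM rescaling without the GC curve gave 1.16. MALAT1 and NORAD rose in all 4 comparisons under every setting run. MALAT1 had 2352 ± 57.4 CPM (SD, n = 2) in hPSC HNRNPU against 146 ± 9.08 CPM (SD, n = 2) in IgG, a log2 fold change of 4.00 (SE 0.08, limma with Benjamini-Hochberg adjusted p 3.64e-10). In 293T it had 2834 ± 325 CPM (SD, n = 2) against 125 CPM, a log2 fold change of 4.49. NORAD changed by 4.83 over IgG in hPSC and by 3.69 in 293T. NEAT1 rose over IgG in hPSC, from 3.25 ± 0.721 CPM (SD, n = 2) to 39.4 ± 2.59 CPM (SD, n = 2). In 293T it had 161 ± 12.5 CPM (SD, n = 2) in HNRNPU and 167 CPM in IgG, with a log2 fold change of -0.0550 that the test did not call and that TMM rescaling turned into a called -1.52. XIST over IgG in 293T changed by 1.28, but by -0.20 after TMM rescaling. In hPSC, XIST had 18 reads in the HNRNPU libraries together and 0 in IgG, too few for a fold. MIAT rose over IgG by 2.80 in hPSC and by 0.74 in 293T, the latter turning to -0.0227 under TMM rescaling. MEG3 rose by 1.31 over IgG in hPSC and turned negative when rescaled to the listed genes outside the ribosomal DNA region (-0.24). It was near the floor in 293T.

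GAPDH was lower in HNRNPU than in IgG in both lines under every setting run, with a log2 fold change of -2.16 (SE 0.10, limma with Benjamini-Hochberg adjusted p 3.74e-08) in hPSC and -1.33 in 293T. Over the input GAPDH changed by -1.49 in hPSC and by 1.10 in 293T, where TMM rescaling reversed it to -3.78. ACTB was lower over IgG in hPSC (-0.35) under every setting run. Its other changes were positive at the deposited scale, 1.44 over the hPSC input, 0.71 over the 293T IgG and 3.35 over the 293T input, and TMM rescaling reversed them to -2.62, -0.76 and -1.57.

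**Figure D2:**
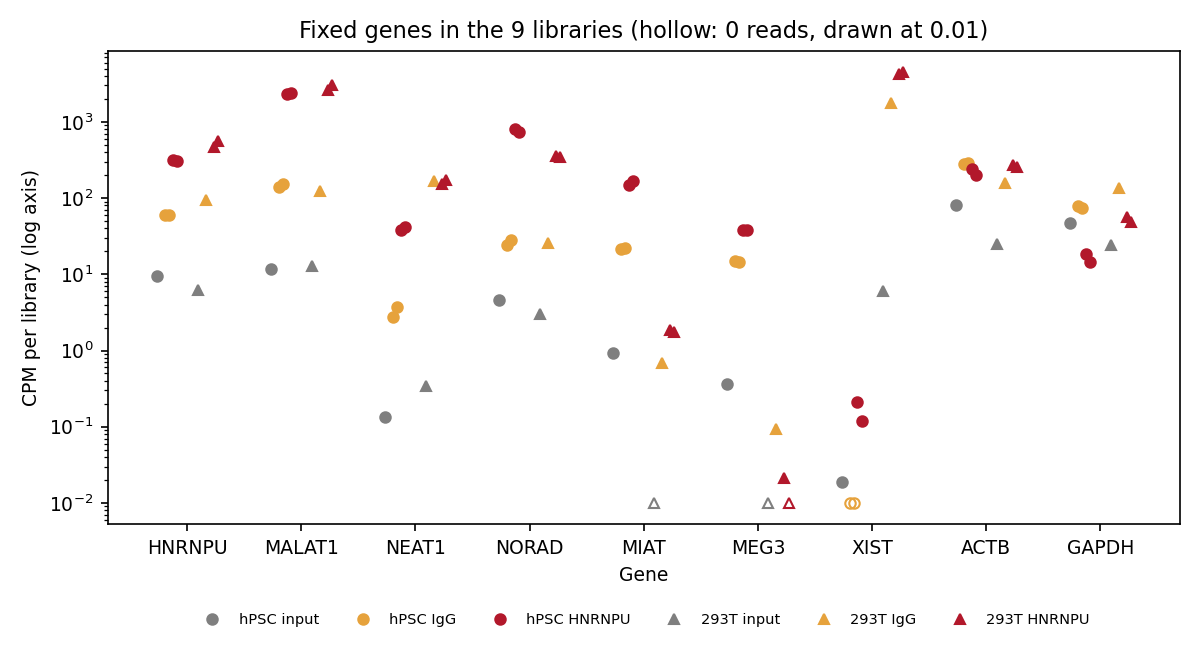
CPM (log axis) of the fixed genes in every library, circles for hPSC and triangles for 293T, with hollow symbols for 0 reads. MALAT1 and NORAD lie higher in every HNRNPU library than in any IgG or input library of the same line, and NEAT1 lies at 167 CPM in the 293T IgG library.

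Gene lists fixed beforehand were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 20 tests, and their median log2 fold change was set against that of all genes. The 58 replication-dependent histone genes lay below the median of all genes in each comparison, by -2.79 (adjusted p 4.89e-29) over IgG and -2.95 (2.43e-113) over input in hPSC, and by -2.31 (3.58e-25) and -2.80 (6.23e-55) in 293T. Of them 58, 57, 58 and 57 genes lay on that side. The 83 ribosomal protein genes lay below it by -2.17 (camera adjusted p 8.00e-16), -1.55 (1.05e-15) and -1.80 (7.23e-15), while the shift of -1.10 over the 293T input missed the threshold (0.148). For the 422 genes with a ZNF symbol, the shift was 0.74 (camera adjusted p 1.65e-04) over IgG and 0.53 (0.0375) over input in hPSC. In 293T it was -0.0724 (0.381) over IgG and -0.83 (7.14e-05, camera) over input, and the last turned to 0.16 under TMM rescaling. The ZNF shift over the hPSC input turned to -0.0300 with the GC curve taken out, and over the 293T IgG the median and mean lay below that of all genes while camera's direction was up. The 9 pluripotency genes tested shifted by 0.80 (camera adjusted p 0.0444) and 2.03 (0.0166) in hPSC. In 293T most of these genes had at most 4 HNRNPU reads and 0 input reads, so the pseudocount set their fold changes near 0 and the list test there has no meaning. The 6 nuclear RNAs tested shifted by 1.89, 3.33, -0.50 and 3.64 in the same order, and none of these passed (camera adjusted p 0.0840, 0.118, 0.761 and 0.474). Over the 293T IgG their median lay below that of all genes while their mean and camera's direction lay above.

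Under a correlation estimated from the residuals, camera called the histone list alone in these 4 comparisons (adjusted p 0.0161, 0.00642, 0.0161 and 0.00973). fry, which tests a list against 0 and not against other genes, called all but the ribosomal protein list over the 293T IgG (adjusted p 0.0995, shift -1.80). Adjusted over the list alone, 6 of the 6 nuclear RNAs passed over IgG in hPSC and 4 in 293T, and over all genes the same numbers, 6 and 4, passed as higher. The hPSC count includes XIST, with 18 HNRNPU reads and 0 IgG reads, too few for a fold. For the histone genes over IgG, 57 passed in hPSC and 38 in 293T adjusted over the list alone, against 56 lower with 1 higher and 34 lower with 4 higher over all genes. The corresponding counts for the ribosomal protein genes were 76 and 73, against 54 lower with 21 higher and 42 lower with 31 higher. For the ZNF genes they were 392 and 344, against 365 higher with 27 lower and 329 higher with 15 lower. For the pluripotency genes they were 9 and 4, against 9 and 4 higher.

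Fold changes in the HNRNPU comparisons fell as transcript GC content rose. Across the 11948 genes, which are not independent replicates, Spearman's rho between GC content and log2 fold change was -0.773 for hPSC over IgG, -0.676 for hPSC over input, -0.764 for 293T over IgG and -0.615 for 293T over input. For IgG over input it was 0.202 in hPSC and 0.0918 in 293T. Between the lowest and the highest decile of GC content (median 36.8% and 63.5%), the median log2 fold change over IgG went from 2.68 to -1.09 in hPSC and from 2.83 to -0.58 in 293T.

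**Figure D3:**
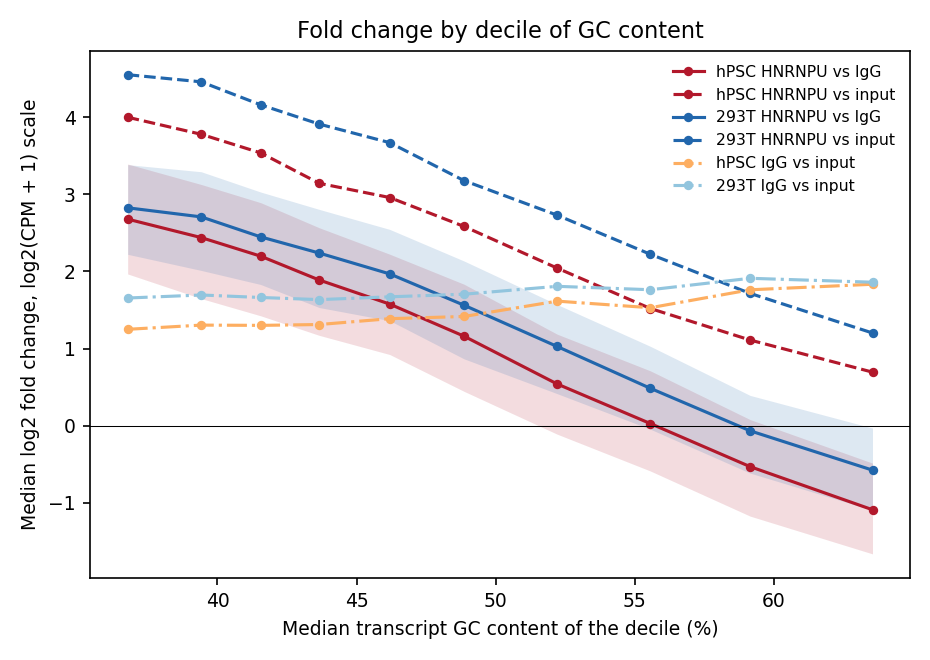
Median log2 fold change (y axis) per decile of transcript GC content (x axis, percent), one line per comparison, with the middle 50% of genes shaded for HNRNPU over IgG. The HNRNPU lines fall with GC content, from 2.68 to -1.09 for hPSC over IgG.

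Enrichment was compared between the lines across genes. The log2 fold changes over IgG had a Pearson r of 0.848 and a Spearman rho of 0.840, and those over input 0.769 and 0.769. No library was shared between the lines. In 20 draws that gave every library independent noise and no differences between groups, the mean r over IgG was 0.00329, which follows from that setting. Taking the GC curve out moved these values to r of 0.6195 over IgG and 0.612 over input. In hPSC 7966 genes were higher over both controls and in 293T 8629 (limma), with 7456 shared against 5753 if the calls were independent. Over IgG alone 7986 and 8629 genes were higher. At the deposited scale the input comparison therefore removed almost none, and being higher over both controls adds little to the IgG result. In the 20 simulated draws no gene was higher over both controls. These draws held no enrichment, so they cannot tell how far enriched genes are shared between the lines. The fold changes over IgG and over input share the HNRNPU libraries, and r between them was 0.856 in hPSC and 0.868 in 293T. The same noise-only draws gave a mean r of 0.412 in hPSC. They held no differences between genes in HNRNPU level, so they cannot tell how much of the observed r comes from the sharing.

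**Figure D4:**
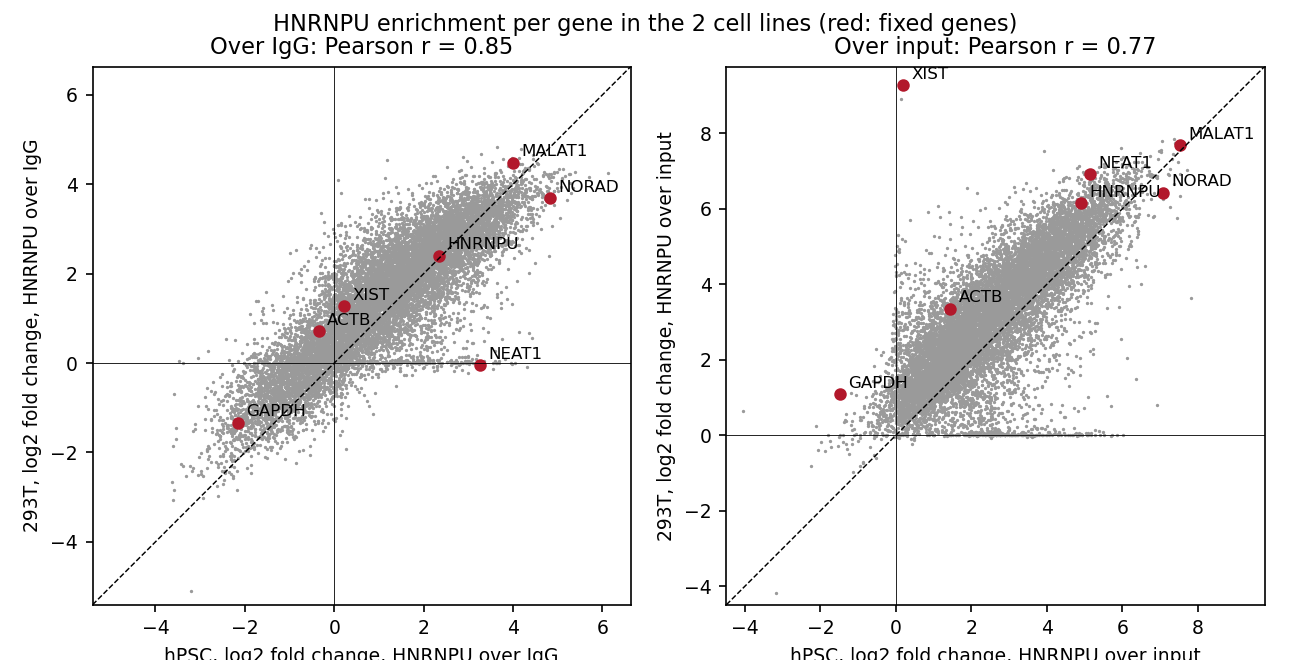
Log2 fold change of each gene in hPSC (x axis) and 293T (y axis), over IgG and over input, with the fixed genes in red. The points follow one trend in both panels (Pearson r 0.848 over IgG and 0.769 over input), and NEAT1 stands apart over IgG.

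The difference between the lines was tested as an interaction. Over IgG, 1446 genes had a higher fold change in hPSC and 4757 a lower one (limma with Benjamini-Hochberg adjustment), with a median difference of -0.36. TMM rescaling gave 2192 and 3234, with a median of -0.0914. The count of genes higher in hPSC was 927 without hPSC HNRNPU replicate 1, 948 without hPSC HNRNPU replicate 2 and 963 without 293T HNRNPU replicate 1. The 3 largest positive differences were 4.41 for FUT9, 4.05 for CYYR1 and 4.00 for APELA, genes with 0 or 1 read in the 293T HNRNPU libraries. FUT9 had 26.0 ± 2.33 CPM (SD, n = 2) in hPSC HNRNPU and 0.366 ± 0.276 CPM (SD, n = 2) in hPSC IgG. The 3 largest negative differences were -4.001 for SLC30A4, which had 0 reads in hPSC IgG, -3.66 for LYAR and -3.65 for PAG1. LYAR (ENSG00000145220, chromosome 4, 4267701 to 4290169) had 11.3 ± 0.00414 CPM (SD, n = 2) in HNRNPU and 14.2 ± 0.940 CPM (SD, n = 2) in IgG in hPSC, against 44.8 ± 2.14 CPM (SD, n = 2) and 3.46 CPM in 293T (SE of the difference 0.14, limma with Benjamini-Hochberg adjusted p 1.37e-06, effect -3.66). NEAT1 differed by 3.31 (SE 0.19, limma with Benjamini-Hochberg adjusted p 6.05e-06). Neither edgeR nor DESeq2 on the recovered reads called the difference for CYYR1 or SLC30A4.

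Over input, 1215 genes had a higher fold change in hPSC and 6567 a lower one (limma with Benjamini-Hochberg adjustment), with a median difference of -0.66. TMM rescaling gave 1494 and 3792, with a median of -0.25. On the recovered reads edgeR called 46 genes higher in hPSC and DESeq2 67. The largest differences were 6.12 for MAL2, 6.01 for DPPA4, 5.84 for DDX3Y, -9.08 for XIST, -8.76 for TSIX and -5.33 for PAG1. DPPA4 and DDX3Y had 0 reads in all 293T libraries and MAL2 had 0 in the 293T input, so their differences depend on the pseudocount, and edgeR called none of these 3. PAG1 had 1 read in the hPSC input, and XIST and TSIX had 1 read each there.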

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

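Of the tests in this part, those of the GC trend, of library scale, of the input reads and of NEAT1 in the 293T IgG library were chosen as tests of these explanations only after the result was seen, although TMM rescaling, edgeR and DESeq2 with the deposited totals were alternatives set beforehand, while those of genes used in 1 line, of NEAT1 counting noise and of the pseudocount for ZNF genes were written down before they were run. Every result here was singled out because limma's test of the difference between hPSC and 293T called it. Cell line, library preparation and any sequencing batch change together in this design, so a biological difference between the lines stays open throughout.

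Over IgG, 1446 genes had a higher HNRNPU fold change in hPSC and 4757 a lower one. Genes used in only 1 line do not account for all of this, because 3344 calls came from the 5621 genes with at least 10 reads in every IgG and input library. Of these, 356 were higher and 2988 lower, so the argument holds mainly for the lower genes, and use in only 1 line stays open for many of the higher ones. A GC trend that differs between the lines does not account for all of it either, with 5253 calls after the GC curve was taken out, nor does library scale, with 5426 calls after TMM rescaling. The balance of directions did move with scale, to 3312 higher and 2293 lower when rescaled to the listed genes outside the ribosomal DNA region. The count of higher genes was 927 without hPSC HNRNPU replicate 1, 948 without hPSC HNRNPU replicate 2 and 963 without 293T HNRNPU replicate 1. The 293T side rests on a single IgG library, so a peculiarity of that library stays open.

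Over input, 1215 genes had a higher fold change in hPSC and 6567 a lower one. Among the genes with at least 10 reads in every control, 4023 calls were made, 168 higher and 3855 lower. This argues against genes used in only 1 line as the whole cause for the lower genes, but not for the higher ones. Too few input reads may explain part of the genes called higher in hPSC, since edgeR and DESeq2 on the recovered reads called 46 and 67 with the deposited totals, and 294 with TMM factors and 582 with DESeq2's size factors. For the genes called lower, few input reads and library scale cannot be told apart. edgeR and DESeq2 called 5481 and 4559 genes lower with the deposited totals, but 955 with TMM factors and 367 with DESeq2's size factors. Each line has 1 input library, so library preparation stays open.

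The tested lists shifted differently between the lines. Relative to the median of all genes, the difference over IgG and over input was 1.63 and 0.91 for the nuclear RNAs, -0.0559 and -0.57 for the ribosomal protein genes, -0.50 and -0.28 for the histone genes, 0.70 and 1.15 for the ZNF genes, and 1.85 and 5.08 for the pluripotency genes. All 10 passed with camera at the preset correlation and none passed under an estimated correlation. The ribosomal protein shift over IgG lost its call with TMM rescaling (-0.0970), with the GC curve taken out (-0.0129) and without 293T HNRNPU replicate 1 (-0.0127). It was -0.23 without 293T HNRNPU replicate 2, -0.13 without hPSC HNRNPU replicate 2, -0.0929 without hPSC IgG replicate 1 and -0.0875 without hPSC IgG replicate 2, so its size is unstable. The shift over input lost its call with TMM rescaling (-0.10). The nuclear RNA shift over input lost its call with the GC curve taken out (0.87) and without 293T HNRNPU replicate 1 (0.88), and under fry their mean was -0.11. The pseudocount sets part of the nuclear RNA differences as well, since MIAT and MEG3 had 0 reads in the 293T input, MEG3 had 1 read in 293T HNRNPU, and XIST had 18 reads in hPSC HNRNPU and 0 in hPSC IgG. The histone shift over input lost its call at a mean of at least 10 CPM (-0.0866), and was -0.17 without 293T HNRNPU replicate 1 and -0.42 without 293T HNRNPU replicate 2. For the ZNF genes over IgG, GC content and low abundance were tested. The difference stayed at 0.586 with the GC curve taken out and at 0.529 with a pseudocount of 0.1, which argues against either as the whole cause. The single 293T IgG library and a difference between the lines stay open. For the pluripotency genes the 293T side is set largely by the pseudocount, since most of them had at most 4 HNRNPU reads and 0 input reads in 293T. Their differences therefore say little beyond which line uses the genes. With TMM rescaling they fell to 0.42 and 0.68, the ZNF differences to 0.45 and 0.43, and the nuclear RNA difference over IgG to 0.94, all still called, while the histone difference over input became -0.61.

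Several of the largest single-gene differences rest on genes with almost no reads in 1 line. Over IgG they were FUT9 (4.41), CYYR1 (4.05), APELA (4.00), SLC30A4 (-4.001), LYAR (-3.66) and PAG1 (-3.65). CYYR1 had 0 reads in all 293T libraries, FUT9 0 and APELA 1 in the 293T HNRNPU libraries, SLC30A4 0 in the hPSC IgG and input, and PAG1 3 in the hPSC IgG. LYAR is different, with 401 and 148 IgG reads in hPSC and 293T, and its difference was called in each alternative run, as were those of FUT9 and APELA. Over input the largest were MAL2 (6.12), DPPA4 (6.01), DDX3Y (5.84), XIST (-9.08), TSIX (-8.76) and PAG1 (-5.33). edgeR on the recovered reads did not call MAL2, DPPA4, DDX3Y or PAG1 over input, nor CYYR1 or SLC30A4 over IgG, so for these the fitted difference may reflect the pseudocount and few reads in 1 line. The MAL2 difference was 0.27 with edgeR. DESeq2 called DPPA4 and DDX3Y. XIST and TSIX had 18 and 14 reads in the hPSC HNRNPU libraries together, and edgeR with TMM did not call either. TSIX overlaps XIST, and its reads cannot be assigned without knowing whether counting used strand.

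Among the fixed genes, the differences over IgG were -1.06 for ACTB, -0.82 for GAPDH, 2.06 for MIAT, -0.48 for MALAT1 and 1.14 for NORAD. Over input they were -1.91 for ACTB, -2.59 for GAPDH, -1.24 for HNRNPU, 4.87 for MIAT, -1.76 for NEAT1 and 0.66 for NORAD. All genes together differed by a median of -0.36 over IgG and -0.66 over input, so differences of MALAT1 and HNRNPU of that order could follow from library scale. With TMM rescaling MALAT1 over IgG was -0.20 and no longer called, GAPDH over IgG was -0.47 and NEAT1 over input -0.42, both no longer called, and HNRNPU over input was -0.40. HNRNPU over input lost its call at -0.16 when rescaled to the listed genes outside the ribosomal DNA region, and NEAT1 over input lost its call with edgeR too (-0.70). With TMM rescaling NORAD (1.42 over IgG and 1.43 over input) and ACTB (-0.78 and -1.04) kept their directions. The MIAT difference over input reversed in the count tests (-1.84 with edgeR), with 0 MIAT reads in the 293T input. A difference between the lines stays open as untested for these genes.

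NEAT1 differed by 3.31 over IgG, higher in hPSC. It was not explained by GC content, since the difference was 3.603 with the GC curve taken out, nor by library scale, at 3.605 with TMM rescaling. Counting noise in the hPSC IgG reads was too small, since the ratio of HNRNPU to IgG reads, scaled to library totals, was 11.1 (95% interval 9.14 to 13.6) in hPSC and 0.961 (95% interval 0.934 to 0.989) in 293T. A candidate explanation is high NEAT1 in the single 293T IgG library. There the ratio of IgG to input stood at percentile 99.98 of the genes tested, and with a pseudocount of 0.1 it had 0 genes above it. At the pseudocount of 1 the 2 genes above it were XIST (1779.8 CPM in IgG and 6.03 in the input) and TSIX (534 and 2.19 CPM), which overlaps XIST. A high ratio in that library was therefore not particular to NEAT1. In hPSC the percentile of NEAT1 was 67.6, but 95.1 with a pseudocount of 0.1. NEAT1 was thus high in IgG there too, and much of the contrast between the lines in percentile came from the pseudocount. The ratio of HNRNPU to input was 471 (95% interval 294 to 808) in 293T and 296 (95% interval 143 to 736) in hPSC. With 1 IgG library in 293T, whether the higher level is a property of the line or of the library stays open.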

How the results depend on the processing

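Rescaling to the listed genes outside the ribosomal DNA region, the GC curve, edgeR with TMM factors, DESeq2 with its own size factors and the 10-read restriction were chosen after seeing the data, and the other alternatives were planned. Counts are given as genes higher and genes lower. Each result was recomputed with 1 choice changed. Most pluripotency genes had almost no reads in 293T, so the values of that list in 293T follow from the pseudocount or the scale and carry no weight. The limma calls were little moved by a pseudocount of 5 (all 12 counts within 1.5 times the reported ones), by leaving out the intensity trend (12 of 12 counts) or by fitting only the groups compared (12 of 12 counts). Of the 81 single-gene values, all kept their direction and side of the threshold with a pseudocount of 5, 80 without the trend (the exception was the MALAT1 difference over IgG) and 80 with only the groups compared (the exception was ENSG00000281181 over the 293T input).

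Choices of library scale moved genes from higher to lower in the 4 comparisons over a control, and raised the share of genes higher in hPSC in the 2 differences. TMM rescaling gave 5812 and 4352 for hPSC over IgG, 5594 and 4269 for hPSC over input, 5856 and 3510 for 293T over IgG, 6316 and 3217 for 293T over input, 2192 and 3234 for the IgG difference and 1494 and 3792 for the input difference. Rescaling to the listed genes outside the ribosomal DNA region gave 4943 and 5109 for hPSC over IgG, 4813 and 4908 for hPSC over input, 3953 and 4750 for 293T over IgG, 4821 and 4224 for 293T over input, 3312 and 2293 for the IgG difference and 2117 and 2794 for the input difference. The counts were 5497 and 4619 for hPSC over IgG, 4534 and 4149 for hPSC over input, 5757 and 4135 for 293T over IgG, 4371 and 2946 for 293T over input, 2528 and 2972 for the IgG difference and 294 and 955 for the input difference with edgeR and TMM factors. DESeq2 with its own size factors gave 5200 and 4589 for hPSC over IgG, 4301 and 4130 for hPSC over input, 5031 and 4230 for 293T over IgG, 3258 and 3415 for 293T over input, 2479 and 2067 for the IgG difference and 582 and 367 for the input difference. By construction, each of these multiplies a library by 1 factor. On the log2(CPM + 1) scale such a factor moves low genes less than high ones. With the deposited totals, edgeR and DESeq2 kept 11 of 12 counts within 1.5 times the reported ones, the exception being genes higher in hPSC in the input difference, 46 with edgeR and 67 with DESeq2 against 1215.

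Single genes reversed under these scales. In the order TMM rescaling, rescaling to the listed genes, edgeR with TMM and DESeq2 with its size factors, ACTB became -2.62, -2.996, -2.83 and -2.80 over the hPSC input, -0.76, -1.45, -0.95 and -1.11 over the 293T IgG, and -1.57, -2.20, -1.89 and -2.16 over the 293T input. GAPDH over the 293T input became -3.78, -4.39, -4.16 and -4.43. XIST over the 293T IgG became -0.20, -0.90, -0.39 and -0.54, and MIAT there -0.0227, -0.28, -0.25 and -0.40. The MALAT1 input difference became 0.74, 0.99, 0.85 and 1.15. Rescaling to the listed genes, edgeR with TMM and DESeq2 with its size factors turned the HNRNPU difference over IgG to 0.51, 0.29 and 0.40. MEG3 over the hPSC IgG became -0.24 when rescaled to the listed genes and -0.0071 with DESeq2's size factors. The MALAT1 difference over IgG became 0.0762 when rescaled to the listed genes. The NEAT1 input difference became 0.33 with edgeR and TMM and 0.63 with DESeq2's size factors. NEAT1 over the 293T IgG, not called as reported, became called and negative in all 4 of these settings and with the GC curve, at -1.52 to -2.21. For genes far above 1 CPM, the shift between the reported and the rescaled limma value is set by the factors, by construction.

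The MIAT input difference of 4.87 reversed in every count test, to -1.84 with edgeR, -1.53 with DESeq2, -5.22 with edgeR and TMM and -0.23 with DESeq2's size factors. MIAT had 0 reads in the 293T input. With edgeR and TMM, the MAL2 input difference became -3.12 and the SLC30A4 difference over IgG 0.36. These genes have 0 reads in a control, and the cause was not tested further. Among genes with at least 10 reads in every IgG and input library, the counts were 356 and 2988 for the IgG difference and 168 and 3855 for the input difference, out of 5621 genes.

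Taking the GC curve out of each library, which also centres the library, gave 4569 and 4368 for hPSC over IgG, 4290 and 4114 for hPSC over input, 4156 and 3475 for 293T over IgG, 4672 and 4130 for 293T over input, 2475 and 2778 for the IgG difference and 2441 and 3070 for the input difference. ACTB over the hPSC input became -0.22, GAPDH over the 293T input -0.69, HNRNPU over IgG -0.20 in hPSC and -0.27 in 293T, and the MALAT1 input difference 0.36. MIAT became -0.33 over the 293T IgG and -1.33 over the 293T input, and XIST over the 293T IgG -1.15. The correlation between lines became 0.6195 over IgG and 0.612 over input, and the genes higher over both controls in both lines 2085. ZNF genes shifted by 0.22 over the hPSC IgG, no longer called, by -0.0300 over the hPSC input and by -0.42 over the 293T IgG, now called as lower. Lists newly called were the nuclear RNAs over the hPSC input (2.89), the pluripotency genes over the 293T IgG (-1.65) and the ribosomal protein genes over the 293T input (-1.28). The cause of the list changes was not tested.

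With TMM rescaling the correlation between lines was 0.860 over IgG and 0.872 over input, with 4201 genes higher over both controls in both lines. The nuclear RNA list became called over the 293T input (1.85), the hPSC IgG (1.62) and the hPSC input (2.91), and the ribosomal protein list over the 293T input (-2.98). The pluripotency list lost its call over the 293T input (-0.45), the hPSC IgG (0.53) and the hPSC input (0.21), and the ZNF shift over the 293T input reversed to 0.16. The cause of these list changes was not tested.

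fry tests the mean of a list against 0, so its direction follows the shift of all genes. Under it the mean of the nuclear RNAs became called over the 293T IgG (1.67), the 293T input (5.30), the hPSC IgG (2.74) and the hPSC input (5.19), and that of the ZNF genes over the 293T IgG (1.37). Directions reversed for the pluripotency genes over the 293T IgG (0.47) and input (0.87), the histone genes (0.42) and ZNF genes (2.39) over the 293T input, and the ribosomal protein genes over the 293T input (2.13) and the hPSC input (1.00). The ribosomal protein list lost its call over the 293T IgG (-0.20).

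A mean of at least 10 CPM left 4073 genes and so fewer calls: 3544 and 398 for hPSC over IgG, 3991 and 45 for hPSC over input, 3732 and 203 for 293T over IgG, 4013 and 7 for 293T over input, 534 and 1879 for the IgG difference and 331 and 2769 for the input difference. The correlation between lines was 0.841 over IgG and 0.673 over input, and 3496 genes were higher over both controls in both lines. The pluripotency list became called over the 293T IgG (-2.71) and lost its call over the hPSC IgG (-0.38) and input (0.31). The ribosomal protein list became called over the 293T input (-2.77), and the ZNF list lost its call over the 293T input (-0.17) and the hPSC input (0.68). With a pseudocount of 0.1, the correlation was 0.831 over IgG and 0.767 over input, and the input difference had 591 genes higher. The pluripotency list lost its call over the hPSC IgG (0.45) and input (0.58), as did the ZNF list over the hPSC input (0.99), while the ribosomal protein list became called over the 293T input (-2.68). No filter on low values raised the genes higher in hPSC to 2354 in the IgG difference and 2023 in the input difference, with more genes tested. Apart from the number of genes tested, the cause was not tested.

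Asking for a 2-fold change as well left 1345 genes lower for hPSC over IgG, 36 for hPSC over input, 623 for 293T over IgG and 1 for 293T over input. It left 629 higher and 2249 lower in the IgG difference, and 802 and 3908 in the input difference, by construction of the stricter rule.

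Leaving out each replicate in turn leaves a group with 1 library, which is then assumed to vary like the others. The genes higher in hPSC in the IgG difference ranged from 927 (without hPSC HNRNPU replicate 1) to 2067 (without hPSC IgG replicate 2). The count was 948 without hPSC HNRNPU replicate 2 and 963 without 293T HNRNPU replicate 1. The other counts stayed within 1.5 times the reported ones. The correlation between lines ranged from 0.840 to 0.849 over IgG and from 0.768 to 0.769 over input. The pluripotency shift over the hPSC IgG ranged from 0.63 to 0.97 and lost its call without each of the 4 hPSC HNRNPU and IgG libraries. The ZNF shift over the hPSC input ranged from 0.52 to 0.54 and lost its call without either hPSC IgG library, which enters that test only through the shared spread. Single genes that lost a call were ENSG00000280441 over the hPSC input without either hPSC HNRNPU library, ENSG00000278996 there without hPSC HNRNPU replicate 2, and the MALAT1 difference over IgG without hPSC HNRNPU replicate 1 (-0.46). The cause was not tested, and each of these fits has fewer samples.

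The replicate number as a block within hPSC gave 8036 and 2534 for hPSC over IgG and 1534 and 4978 for the IgG difference, and changed none of the 27 single-gene calls. Deviations of same-numbered hPSC HNRNPU and IgG libraries had a correlation of 0.0169 over only 2 pairs, so the libraries share only a number and were not taken as pairs. Depth limits the IgG comparison in hPSC, where 1 read in the shallower IgG library equals 0.171 CPM, and the input comparisons, where the listed genes outside the ribosomal DNA region had 571733 reads in hPSC and 348044 in 293T.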

Other observations

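In this part, the tests of the IgG libraries as the source of the GC trend, of library preparation, of the GC curve in the agreement between lines, of abundance over input and of the ribosomal DNA region were chosen after the result was seen, while those of transcript length, low counts, the 3 curves together, abundance over IgG, low depth and intron length were written down before they were run. Fold changes in the HNRNPU comparisons fell as GC content rose. GC bias of the IgG libraries alone is excluded, since Spearman's rho over the input was -0.615 in the weaker line. Transcript length is excluded as the cause, since rho within quintiles of exonic length was -0.532 at its weakest. Low counts and the pseudocount are excluded too, since rho was -0.627 at its weakest among genes with a mean of at least 10 CPM and a pseudocount of 0.1. GC bias in the preparation of the HNRNPU libraries and binding by the antibody cannot be told apart, because every HNRNPU library showed the trend against every reference, with rho of -0.613 in the weakest pair, and no HNRNPU library was prepared another way. A preference of HNRNPU for AT-rich RNA is a hypothesis that these data leave open.

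Fold changes were correlated between hPSC and 293T across genes. A shared GC trend may contribute but is not the whole cause, since the lower r was 0.612 after a GC curve was taken out of each library, and 0.567 after curves of GC content, exonic length and gene span were. Shared abundance does not account for the agreement over IgG, where r was at least 0.639 within quintiles of mean CPM, nor over input in the highest quintile, where r was 0.668. Over input r rose steadily with abundance, from 0.0383 in the lowest quintile through 0.274, 0.410 and 0.558, each below the r of all genes together. Genes outside the ribosomal DNA region held far more CPM in the HNRNPU libraries than in the inputs. Quintiles of mean CPM therefore also narrow the range of the fold change over input, which can itself lower r. These lower values cannot tell whether shared abundance contributes to the agreement over input, and that stays open. Binding shared by the lines and a shared way of preparing the libraries stay open.

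Most genes were higher in HNRNPU than in the controls at the deposited scale. A smaller share for the 6 ribosomal DNA region genes is not the whole cause, because the CPM they lost came to at most 47.1% of the CPM that the other listed genes gained (hPSC over input). For the other comparisons the figure was 26.2% for hPSC over IgG, 21.1% for 293T over input and 29.3% for 293T over IgG. The rest was taken from reads outside the listed genes, which were not analysed here. These 6 genes held 95.3% and 95.9% of the listed CPM in the inputs, although the labels give polyA RNA as the molecule. No biological explanation was tested.

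Relative to counting noise, the hPSC IgG pair was less spread than the HNRNPU pairs at the deposited depths, with a chi-square per gene of 1.27 against 2.30 and 3.57. The lower value is consistent with low depth, since HNRNPU pairs thinned to the same reads gave 1.08 in hPSC and 1.14 in 293T. Simulated counting noise alone gave 1.00, with a highest value of 1.01, so the IgG pair differed by more than counting noise, and at matched reads it lay further apart than the HNRNPU pairs. No biological explanation was tested.

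A hypothesis was that HNRNPU over IgG rises with intron length, as it might if unspliced RNA were recovered. Spearman's rho with intron length was 0.337 in hPSC and 0.347 in 293T across 11651 genes with an intron. Given GC content and exonic length, the partial rho was 0.0850 in hPSC and 0.123 in 293T, and over input -1.53e-04 and 0.0434. It stayed above 0 in both lines over IgG, so GC content and exonic length did not account for all of the relation there, though what remained was small. Over input almost nothing remained in hPSC. Reads in introns were not analysed here.

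The ratio of IgG to input was not tested gene by gene. Among 2857 genes above 5 CPM in both IgG groups, the log2 ratio of IgG to input had a Spearman rho of 0.495 between the lines. Genes near the top in both lines, chosen after their values were seen, were ENSG00000270066 (6.21 in hPSC and 7.12 in 293T), NPIPA9 (5.31 and 7.08), ENSG00000262202 (5.58 and 6.58) and OGT (5.28 and 6.45). The 293T ratio and both inputs rest on single libraries, and no explanation was tested.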
